A study of Macaca mulatta with 24 samples. Its data were reported in "Gene expression profiling in non-human primate jejunum, ileum and colon after total-body irradiation: a comparative study of segment-specific molecular and cellular responses" (2015).

How the data were processed

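Colon tissue of rhesus macaques was profiled on 24 1-colour (Cy3) Agilent rhesus expression arrays, 1 array per animal. Total-body irradiation (TBI) is exposure of the whole animal to a single dose of radiation. Groups came from the labels: 4 unirradiated controls (labelled day 4), which served every day, 4 animals in each of the 4 groups taken 4 or 7 days after 6.7 or 7.4 Gy, and 2 animals in each group taken 12 days after either dose. A text label gave another last day than the sample labels, and the sample labels were followed. Other intestinal segments were not analysed here.

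Per the file headers, the authors extracted intensities with Feature Extraction, which subtracted the local background and corrected trends across each array, on a probe layout built on the rheMac2 assembly. The scanner files hold the processed signal as an intensity, not yet normalized between arrays. The authors also deposited a table of raw intensities, which equalled the scanner values within 0.001 on the log2 scale for 100% of the values outside outlier spots. The authors' deposited normalized table holds log2 values: each array shifted by a constant and each probe centred on its median over the arrays, with a largest residual of 1.1e-06. Scaling to the 75th percentile is the normalization the study's methods name.

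Each array carried 45220 spots, of which 43803 measured transcripts with 43603 different probes. Control spots were left out, spots that the software marked as outliers (24 to 712 per array) were set to missing, and spots of the same probe were averaged. The log2 processed signal minus the 75th percentile of its array was the value tested. A probe entered if it was well above background on at least 2 of the 24 arrays; 38229 probes passed and 38209 could be fitted. No probe was saturated. Gene names came from the deposited table of raw intensities for 18640 probes. For 3268 more they came, by gene number or accession, from a RefSeq table of the telomere-to-telomere assembly MMU8v2.0. The other probes had only a LOC number (1850) or no name (19845). That table was used for names only, and no coordinates are given because its assembly is not that of the array. Names in the array design can be old. For a gene with several probes, the probe with the highest mean over all arrays stood for it, which gave 14736 genes.

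A linear model with 1 mean per group was fitted to all 24 arrays in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes), so that all groups shared an estimate of the spread of each probe. Within each contrast, p-values were two-sided and adjusted by Benjamini-Hochberg over the probes tested. A probe was called at an adjusted p under 0.05 with at least a 2-fold change. The 12 contrasts were the 6 irradiated groups against the controls, 7.4 against 6.7 Gy on each day, day 7 and day 12 against day 4 over both doses, and the change of the dose difference between days 4 and 7. Where a probe was not well above background on any array of a group, the fold is given as a bound: the mean of the brighter group against the mean of, per array, the higher of the lowest signal among probes well above background and the probe's own value. The number of animals limits the precision of every value.

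Gene sets were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 24 sets and 6 contrasts; missing values took their fitted value there. The sets covered the TNF and NF-kB response, p53 targets, G2/M and mitosis, tight junction, granulocyte adhesion, the aryl hydrocarbon receptor, coagulation, matrix metalloproteinases, the interferon response and 15 cell types. A panel of 25 genes was taken from the text of the study. The lists were written before the data files were seen, but after the paper and part of its supplement had been read, and the study picked most panel genes on these arrays. Of the genes in the sets, between 6 and 23 per set were tested, and the sets overlap: another set also holds 10 of the 18 tested genes of granulocyte adhesion, 7 of 23 of the TNF set, 4 of 9 of neutrophils, 2 of 14 of matrix metalloproteinases, 2 of 7 of endothelium, and 1 each of coagulation (21), red blood cells (6) and absorptive colonocytes (11). The sets were also tested without these genes. The genes named are the panel and, by a rule fixed before the data were examined, for each group against control the 4 highest and 4 lowest named genes among the called probes that moved the same way in every array of the group, and for the dose and time contrasts the 2 highest and 2 lowest whose arrays did not overlap. A gene that this rule selects is not reported here.

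The alternatives were other background correction, scaling, filters, thresholds and tests, blocks for slide, array position, replicate number and scan day, the groups compared alone, and leaving out each array. Background correction by normexp with an offset of 50 used the median spot signal, since the scanner files carry no mean signal; the planned version on the mean signal was not run. This version, the scan day block, array position and scan day as blocks together, slide as a random block, median scaling, spike-in scaling and the sets without shared genes were chosen after seeing the data. Spike-in scaling used 7 of 10 control transcripts, added to the RNA at labelling, that were well above background on all arrays. The arrays lay on 6 slides of 4 arrays and were scanned on 2 days. The figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

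The fit was tested on simulated data drawn from the means and spreads of the 38209 probes, with 200 probes changed by 2 or 3 on the log2 scale. For 7.4 Gy on day 4 against control, 183 of the 200 were recovered, all in the right direction, with 9 false calls. For 7.4 Gy on day 12 against control, which has 2 irradiated animals, 166 were recovered with 8 false calls.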

Results

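Gene expression was measured in the colon of 24 rhesus macaques: 4 unirradiated controls, 4 animals in each group on days 4 and 7 after total-body irradiation (TBI) with 6.7 or 7.4 Gy, and 2 animals in each group on day 12. Between 66.8% and 85.0% of the probes were well above background on an array, and the 75th percentile of the processed signal lay between 550.7 and 963.6 intensity units. Values are log2 signals relative to that percentile of the same array, so all changes are relative to it. The arrays of a group correlated with each other at 0.959 to 0.983 across probes, which are not independent replicates. The highest correlation of any pair was 0.984, between groups, and no pair of arrays held identical values. The first principal component held 22.8% of the variance, of which group explained 88.7% and array position 64.0%, and groups and positions overlap. Slide explained 44.4% of the second component and 67.3% of the third, against 29.6% and 22.5% for group.

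The unirradiated colon was the baseline for the response to each dose over time. On day 4, limma called 1378 probes after 6.7-Gy TBI, 700 higher and 678 lower, and 2688 probes after 7.4-Gy TBI, 1288 higher and 1400 lower. With spike-in scaling the split on day 4 was 1380 higher and 386 lower at 6.7 Gy and 2698 higher and 764 lower at 7.4 Gy. With quantile normalization and with median scaling more were higher than lower at 7.4 Gy as well, 1445 against 1249 and 1525 against 1187. On day 7 the counts were 122 probes (38 higher, 84 lower) at 6.7 Gy and 149 probes (50 higher, 99 lower) at 7.4 Gy. With spike-in scaling more were higher than lower on day 7 as well, 17 against 10 at 6.7 Gy and 67 against 32 at 7.4 Gy. On day 12, with 2 animals per dose, limma called 7 probes at 6.7 Gy and 10 at 7.4 Gy. Of the alternatives that kept the threshold and counted probes, the methods' t-test after Benjamini-Hochberg adjustment moved the counts at 6.7 Gy most on day 4, to 488, and the counts of both doses most on day 7, to 2 each. The day 4 count at 7.4 Gy moved most with array position and scan day as blocks together, to 528. At the threshold of an unadjusted p under 0.05 with 2-fold change, that test gave 1714 and 2874 probes on day 4, 707 and 681 on day 7, and 439 and 423 on day 12, for 6.7 and 7.4 Gy. The day 7 counts depended on single arrays: without replicate 3 of 6.7 Gy day 7 the 6.7-Gy count was 20, and without replicate 4 of 7.4 Gy day 7 the 7.4-Gy count was 27.

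**Figure D1:**
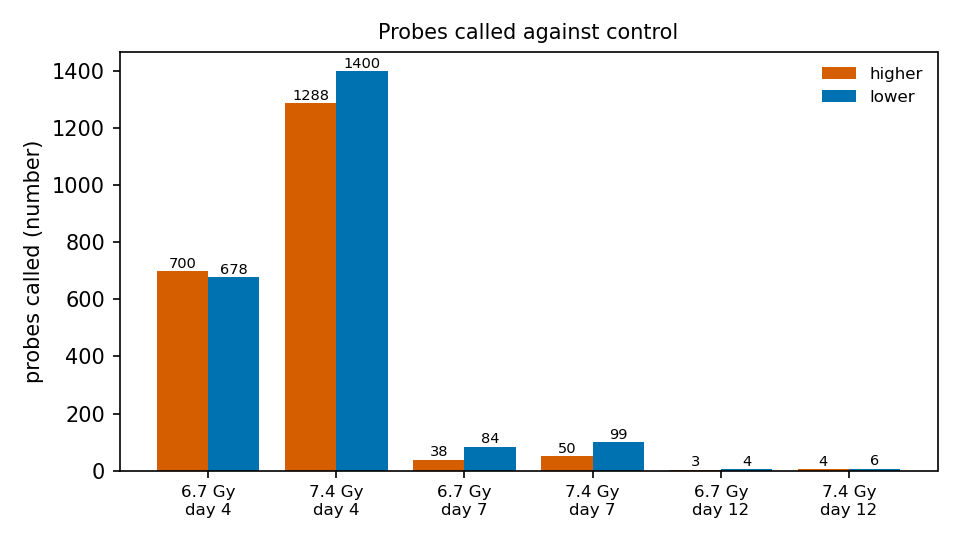
Number of probes called higher (orange) or lower (blue) than control by limma, for each dose and day (n = 4 controls, 4 animals per group on days 4 and 7, and 2 on day 12). The counts fell from 1378 and 2688 on day 4 to 7 and 10 on day 12.

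The calls at both doses were compared within each day. On day 4, 1158 probes were called at both doses, all in the same direction, and the log2 changes correlated across probes with r = 0.845. Unchanged groups simulated against the same controls gave 0.502. The simulated values are means of 20 runs in which each probe was drawn independently. Real arrays of 1 slide shared deviations across probes (median correlation 0.126). Real unchanged groups could therefore scatter more widely around the simulated values, by an amount that is not known. On day 7, 77 probes were called at both doses, with r = 0.776 against a simulated 0.499. On day 12 the overlap was 2 probes, with r = 0.531 against 0.336. Between days 4 and 7 at the same dose, r was 0.562 at 6.7 Gy and 0.484 at 7.4 Gy, against simulated values of 0.50 and 0.503.

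CLDN2, which encodes the tight junction protein claudin 2, rose most on day 4. Its log2 signal was -5.58 ± 0.84 (SD, n = 4) in the controls, 1.14 ± 0.50 (n = 4) after 6.7 Gy and 2.02 ± 0.72 (n = 4) after 7.4 Gy. These were 106-fold (limma adjusted p = 0.000426) and 195-fold (adjusted p = 3.72e-05) increases, seen in 4 of 4 animals at each dose. Only 1 of the 4 control arrays was above background for this probe, so the control level is imprecise, and the 7.4-Gy call was lost with array position and scan day as blocks together. CLDN8 was 4.01-fold lower at 6.7 Gy (limma adjusted p = 0.0283, call lost under 5 of 22 alternatives) and 19.6-fold lower at 7.4 Gy (adjusted p = 5.65e-05), in 4 of 4 animals each. At 7.4 Gy, CLDN3, CLDN4 and CLDN7 fell 2.09-, 2.30- and 2.17-fold. CLDN3, CLDN4 and CLDN7 lost their calls under 8, 3 and 2 of 22 alternatives.

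Inflammatory transcripts rose on day 4. CXCL8 increased 61.0-fold at 6.7 Gy (limma adjusted p = 0.000265) and 55.6-fold at 7.4 Gy (adjusted p = 6.56e-05), with 1 of 4 control arrays above background. Its other probes rose by 3.45 to 4.06 on the log2 scale. IL1A increased 13.6- and 33.9-fold, with 1 of 4 control arrays above background. IL1B (4.75-fold) and TNF (2.29-fold) were called at 7.4 Gy only. Of 22 alternatives, IL1B lost its call under 8 and TNF under 9, and TNF changed sign without a call under 1 more. IL1B was above background on 3 of 4 control arrays. Their difference between doses was not called in the model without blocks. CCL23 rose 16.5- and 31.6-fold by its brightest probe, while its other probe moved by 0.0458 and -0.192 on the log2 scale. The brightest probe was above background on 1 of 4 control arrays, and its call at 6.7 Gy was lost under 5 of 22 alternatives. LCN2 rose 4.25- and 3.50-fold by its brightest probe, and 58.4- and 51.4-fold by its other probe. MMP7 was not well above background in any control and was at least 3.26-fold higher at 6.7 Gy and at least 12.2-fold higher at 7.4 Gy. The 6.7-Gy call was lost under 9 of 22 alternatives. CXCL17 was likewise at least 10.1-fold higher at 7.4 Gy, with the call lost under 5 of 22. MMP2 rose 2.61- and 2.90-fold and MMP9 4.56- and 2.85-fold.

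Among the other genes with the highest and lowest changes on day 4 were GPR110 (30.0- and 66.9-fold higher, with 2 of 4 control arrays above background), LCN15 (27.4- and 76.1-fold higher, with 1 of 4 control arrays above background) and ANKRD65 (at least 13.1- and 22.2-fold higher, with no control array above background). CA1 fell 66.4- and 176-fold, CHP2 10.2- and 87.1-fold, PCK1 16.4- and 53.01-fold and TMIGD1 17.8- and 32.0-fold. CA1 was above background on 2 of 4 arrays at 6.7 Gy and 1 of 4 at 7.4 Gy, TMIGD1 on 3 of 4 and 2 of 4, and CHP2 on 3 of 4 at 7.4 Gy, so these folds are imprecise. TMIGD1 and PCK1 each lost the 6.7-Gy call under 3 of 22 alternatives. With array position and scan day as blocks together, the 7.4-Gy day 4 calls of LCN15, GPR110, CA1, CHP2, PCK1, TMIGD1, IL1A, MMP7, MMP9, LCN2, CCL23 and HBB were lost, while those of CLDN8, CXCL8 and MMP2 held.

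HBB, which encodes the beta chain of haemoglobin, was lower in every irradiated group. Its log2 signal was 2.81 ± 0.60 (SD, n = 4) in the controls, -3.13 ± 1.27 and -3.15 ± 1.03 (n = 4 each) on day 4, and -3.76 ± 0.91 and -5.57 ± 0.49 (n = 4 each) on day 7, for 6.7 and 7.4 Gy. Of the 7.4-Gy day 7 arrays, 2 of 4 were above background. On day 12 it was -2.33 ± 0.36 (n = 2) at 6.7 Gy (limma adjusted p = 0.0213, call lost under 6 of 18 alternatives, with adjusted p up to 0.153) and -0.22 ± 1.92 (n = 2) at 7.4 Gy, where it was not called (adjusted p = 0.279). HBA2 was not called by its brightest probe, which fell by 0.22 and 0.52 on day 4; its other probe changed by -3.84 and -4.17.

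**Figure D2:**
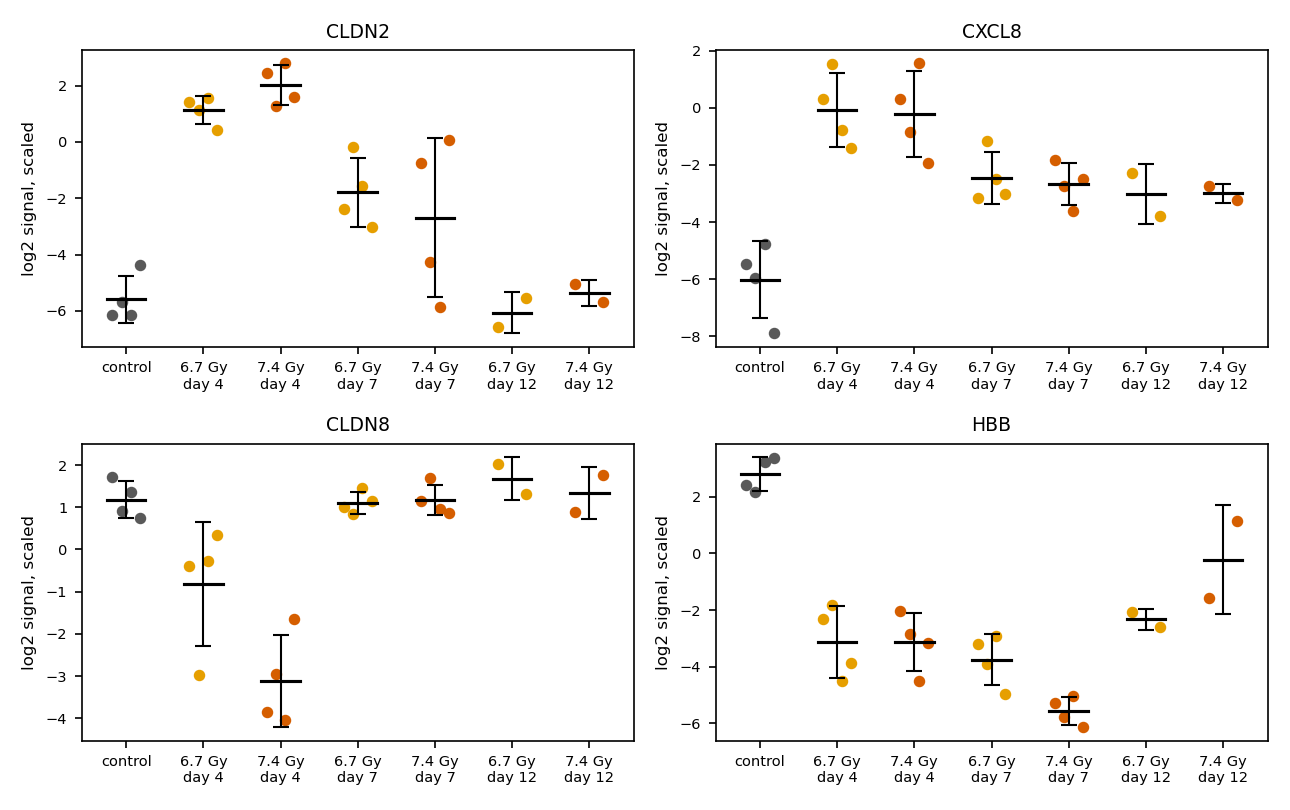
Log2 signal relative to the 75th percentile of each array for CLDN2, CXCL8, CLDN8 and HBB in each group; points are animals, horizontal lines group means and bars ± 1 SD (n = 4, or 2 on day 12). CLDN2 averaged -5.58 in the controls and 2.02 on day 4 after 7.4 Gy, and HBB averaged 2.81 in the controls and -5.57 on day 7 after 7.4 Gy.

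On day 7, genes that stood highest by the naming rule at 6.7 Gy included ALB (23.4-fold, limma adjusted p = 0.0214), ANKRD65 (at least 7.83-fold) and GPR110 (14.4-fold). At 7.4 Gy they included CCNO (19.1-fold), ANKRD65 (at least 6.42-fold) and GPR110 (12.0-fold); the other probe of CCNO changed by -0.0512. ALB and CCNO were each above background on 1 of 4 control arrays. Of 20 alternatives, the call at 6.7 Gy was lost under 11 for GPR110 and 4 for ALB, and the call at 7.4 Gy under 12 for CCNO and 9 for GPR110. CXCL8, 11.8-fold higher at 6.7 Gy on day 7 (adjusted p = 0.0486), lost its call under 14 of 20, and its other probes were not called. Below HBB, the lowest at 6.7 Gy were CLEC9A (10.2-fold lower), SERPINA2 (8.08-fold lower) and GZMK (6.53-fold lower), and at 7.4 Gy CLEC9A (at least 7.30-fold lower), RGS13 (20.7-fold lower) and THRSP (at least 2.53-fold lower). At 6.7 Gy, CLEC9A and GZMK each lost the call under 12 of 20 alternatives. At 7.4 Gy, RGS13 lost it under 6 of 20 and THRSP under 3 of 19. CLEC9A was above background on 1 of 4 arrays at 6.7 Gy, GZMK on 3 of 4 there and RGS13 on 1 of 4 at 7.4 Gy, so these folds are imprecise. On day 12, SERPINA2 was 6.09-fold lower at 6.7 Gy (adjusted p = 0.00393) in 2 of 2 animals. At 7.4 Gy, LOC721445 was at least 2.31-fold higher, PDK4 4.63-fold higher and EZR 2.33-fold lower. Of 18 alternatives, PDK4 lost its call under 10 and EZR under 7, and LOC721445 lost its call under 4 of 17.

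The panel of 25 genes gave 40 calls over the 6 groups against control: 14 and 20 on day 4, 3 and 2 on day 7, and 1 and 0 on day 12. Adjusted over the list alone there were 59. The study chose most of these genes on the same arrays, so this is not independent evidence. On day 12 at 7.4 Gy, where limma called 0, the list alone gave 4. MMP3, MMP12, HBA2, GALC and ITM2A were called in none of the 6, which does not show that they were unchanged. On day 4 at 6.7 and 7.4 Gy, MMP3 changed by 2.17 and 1.29 on the log2 scale (limma adjusted p = 0.0986 and 0.285). MMP12 changed by 2.54 and 2.04 (adjusted p = 0.179 and 0.236). HBA2 was judged by its brightest probe, and its other probe fell far more on day 4.

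Whether the doses differed was tested within each day. limma called 0 probes for 7.4 against 6.7 Gy on days 4, 7 and 12, with 440, 172 and 455 probes at an unadjusted p under 0.05 and 2-fold change. The methods' t-test after adjustment called 0, 1 and 0, and 197, 88 and 186 before it. With array position as a block, limma called 95 probes between the doses on day 4, 74 higher and 21 lower at 7.4 Gy. The 6.7-Gy arrays of that day lay in positions 1 and 2 and the 7.4-Gy arrays in position 2 only. All 6.7-Gy arrays in position 1 were scanned on one day and those in position 2 on the other, so position and scan day cannot be told apart within that group. With scan day or slide as a block the count was 0, and with position and scan day together it was 1. The dose difference changed between days 4 and 7 for 1 probe, FIBIN. Its log2 signals were -3.04 ± 0.23 and -2.23 ± 0.15 on day 4 and -2.44 ± 0.13 and -3.004 ± 0.17 on day 7, for 6.7 and 7.4 Gy (SD, n = 4 each). FIBIN lost its call under 17 of 30 alternatives, the count was 0 with slide as a block, and 563 probes had an unadjusted p under 0.05 with 2-fold change.

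Time after exposure was compared over both doses. Between days 7 and 4, 1695 probes differed, 906 higher and 789 lower on day 7; between days 12 and 4, 2486 differed, 1463 higher and 1023 lower on day 12. With normexp these counts were 747 and 1316. The majority depended on the scaling: quantile normalization gave 796 higher and 915 lower on day 7 and 1276 higher and 1310 lower on day 12, and spike-in scaling 687 higher and 1122 lower on day 7. Of the 1378 probes called at 6.7 Gy on day 4, 667 were called in the opposite direction from day 4 to day 7 and 948 to day 12; of the 2688 at 7.4 Gy, 1019 and 1516 were. The opposite direction is partly built in, since the day 4 arrays enter both contrasts. Among genes whose arrays did not overlap between the days, the highest changes to day 7 were those of CHP2 (14.5-fold) and GIP (13.7-fold), and the lowest those of CLDN2 (14.2-fold lower) and GDF15 (7.41-fold lower). To day 12, by the same rule, CA1 rose 119-fold and CHP2 32.6-fold, and CLDN2 fell 157-fold and LCN15 40.2-fold. CA1 and GIP were above background on 3 of the 8 day 4 arrays each, and CLDN2 on 2 and LCN15 on 1 of the 4 day 12 arrays, so these folds are imprecise. Days 4 and 7 shared no array position on the slides. limma called 27 probes between the day 12 arrays in position 4 and the controls in position 1, against 1691 between day 12 and the 4 arrays of 6.7 Gy day 4.

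Gene sets were compared with the controls. camera called 8 and 12 of 24 sets on day 4, 10 and 11 on day 7, and 7 and 5 on day 12. These calls depended on the correlation assumed between genes: under fry, 8 and 9, 4 and 4, and 1 and 0 of them held, and with an estimated correlation 1 per dose held on days 4 and 7, p53 targets each time, and 0 on day 12. In addition, 10 of 35 regroupings of the 6.7-Gy day 4 and control arrays gave at least as many set calls as the real groups, and 3 of 35 did at 7.4 Gy. Differences between doses were not tested for sets.

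On day 4, the TNF and NF-kB list rose (median log2 change 1.33 and 1.34; limma camera adjusted p = 1.17e-10 and 5.44e-09), as did p53 targets (0.58 and 0.90), granulocyte adhesion (0.67 and 1.02), G2/M and mitosis (0.72 and 0.50) and fibroblasts (0.58 and 0.95). Absorptive colonocyte genes fell (median -2.42 and -3.47). The red blood cell list of 6 genes had medians of -1.49 and -1.19, but without CA1, which is also in the colonocyte list, these were -0.26 and -0.52 (camera adjusted p = 0.0405 and 0.0525). Of its other genes, HBB fell most (-5.94 and -5.96). ALAS2 was also called at 6.7 Gy (-2.72, limma adjusted p = 0.0261, call lost under 10 of 21 alternatives). HBA2 entered the list by its brightest probe (-0.22 and -0.52), while its other probe fell far more. The medians without CA1 therefore depend on the HBA2 probe used. Neutrophil genes were called by camera at 6.7 Gy (1.24) and by fry at both doses. At 7.4 Gy their median was 1.51 (camera adjusted p = 0.0625, fry adjusted p = 0.0146). Called by camera at 7.4 Gy only were tight junction (median -0.58), coagulation (0.82), the interferon response (0.76), endothelium (0.51) and macrophages (0.68), of which the interferon response and macrophages, and G2/M at that dose, were not called by fry. At 6.7 Gy, fry called tight junction as well (median -0.30, fry adjusted p = 0.046). When genes held by more than 1 set were left out, camera called 6 and 8 sets on day 4: granulocyte adhesion was then called at neither dose (adjusted p = 0.292 and 0.278), and neutrophils at 6.7 Gy and coagulation, endothelium and red blood cells at 7.4 Gy were not called.

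On day 7, p53 targets (median 0.40 and 0.52), T lymphocytes (-1.24 and -1.05), red blood cells (-0.79 and -1.62) and small intestinal enterocyte genes (0.31 and 0.94) were called at both doses by camera and by fry. By camera alone, the TNF list (0.37 and 0.13), G2/M (0.50 and 0.43) and B lymphocytes (-1.02 and -1.45) were called at both doses; granulocyte adhesion (0.15), the interferon response (0.53) and goblet cells (0.59) at 6.7 Gy; and plasma cells (-0.67), smooth muscle (-0.53), absorptive colonocytes (-0.83) and fibroblasts (0.45) at 7.4 Gy. On day 12, camera called p53 targets (0.17 and 0.10), T lymphocytes (-0.96 and -0.58) and red blood cells (-0.22 and -0.44) at both doses; the interferon response (-0.32), fibroblasts (-0.34), endothelium (-0.30) and enteric neurons and glia (-0.45) at 6.7 Gy; and G2/M (0.24) and goblet cells (0.70) at 7.4 Gy. Of these, fry called only p53 targets at 6.7 Gy. Without CA1 the red blood cell medians were -0.49 and -0.49 on day 7 and -0.44 and -0.59 on day 12, and HBB fell most in the list in each of these groups. Without the shared genes, camera did not call the TNF list at either dose on day 7. Nor did it call granulocyte adhesion at 6.7 Gy or absorptive colonocytes at 7.4 Gy. By fry, small intestinal enterocytes at 6.7 Gy were then not called on day 7 (adjusted p = 0.0537). The aryl hydrocarbon receptor, matrix metalloproteinase, intestinal stem cell and adipocyte lists were called in no group, with smallest camera adjusted p-values of 0.204, 0.0549, 0.267 and 0.259.

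**Figure D3:**
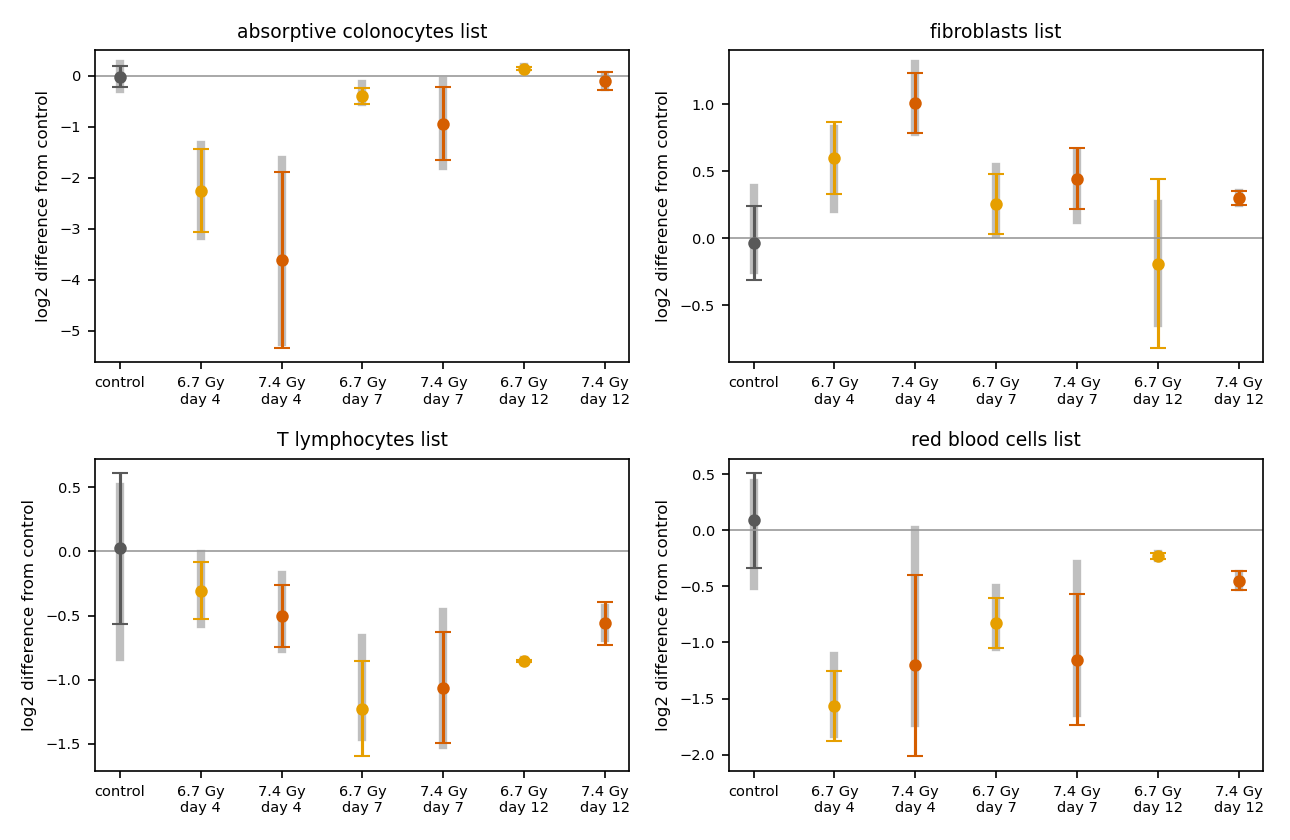
Median log2 difference of the listed genes from their control means, taken per array and averaged by group, for absorptive colonocytes, fibroblasts, T lymphocytes and red blood cells; points are group means, error bars ± 1 SD and grey bars the range of the arrays (n = 4, or 2 on day 12). The absorptive colonocyte list averaged -2.25 and -3.61 on day 4 after 6.7 and 7.4 Gy, and the T lymphocyte list -1.23 and -1.06 on day 7.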

Values the study reported

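In colon, the study reported 1306 genes altered at least 2.0-fold on day 4 after 6.7 Gy (640 up and 666 down) and 2574 after 7.4 Gy (1263 up and 1311 down). For day 7 it gave 420 genes at 6.7 Gy and 104 at 7.4 Gy, and for day 12 it gave 454 and 539. It reported CLDN2 as increased 105- and 196-fold on day 4 after 6.7 and 7.4 Gy.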

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

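The tests against other splits of the arrays and the spike-in comparison were set out only after their results were seen, spike-in scaling was chosen after seeing the data, the comparisons of array position with the controls were added after the counts were known, as were the fit of position with scan day as a block and the shares of lower calls under spike-in scaling, and the slide shuffle within groups was added after the free shuffle was seen; the other tests of this part were set out before.

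The response differed between the days. Over both doses, 1695 probes differed between days 7 and 4 and 2486 between days 12 and 4, and the dose difference changed between days 4 and 7 for 1 probe. Of 100 groupings of the arrays, the real one included, 1 gave as many probes for each of the time contrasts, namely the real one, so chance assignment of the arrays can be excluded there; for the dose difference 5 of 100 did, and chance cannot be excluded. All day 4 arrays lay in positions 1 and 2 and all day 7 and 12 arrays in positions 3 and 4. Array position as the whole cause would also set the later arrays apart from the controls, which lay in position 1. limma called 305 probes between day 7 and control against 975 between day 7 and the 4 arrays of 6.7 Gy day 4, and 27 between day 12 and control against 1691 between day 12 and those 4 arrays. Within position 1 alone, 1624 probes differed between 2 arrays of 6.7 Gy day 4 and the controls. These values argue against position as the whole cause. It may contribute a part. Within groups, limma called 29 probes between positions 2 and 1 and 0 between 4 and 3, with 2006 and 626 probes at an unadjusted p under 0.05 and 2-fold change. Within the groups that lay in both positions of such a pair, position followed scan day. With scan day as a block as well, the counts were 1 and 0, with 1884 and 702 unadjusted. How large a part, between positions 1 and 2 and positions 3 and 4, cannot be told apart from the days, since no irradiated group lay in both. The time after exposure stays open as a hypothesis.

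Among panel genes, the tested difference between days 7 and 4 in log2 was -3.825 for CLDN2, 1.179 for CLDN7, 3.109 for CLDN8, -1.868 for MMP3, -3.049 for MMP7, -1.642 for IL1A, -2.413 for CXCL8, -2.214 for CCL23, -1.567 for CXCL16, -2.42 for LCN15 and -1.522 for HBB. Between days 12 and 4 it was -7.296 for CLDN2, 1.332 for CLDN7, 3.473 for CLDN8, -1.295 for MMP2, -2.067 for MMP3, -4.659 for MMP7, -1.938 for LCN2, -1.523 for EDA2R, -1.157 for TNF, -3.189 for IL1A, -2.348 for IL1B, -2.854 for CXCL8, -1.265 for CCL11, -3.742 for CCL23, -1.708 for CXCL16, -5.329 for LCN15 and 1.862 for HBB. The MMP7 value to day 12 is a fitted one, with no day 12 array above background. For CLDN2, the controls in position 1 averaged -5.58 and the day 12 arrays in position 4 averaged -6.07 and -5.36, against a lowest value of 0.43 on the 6.7-Gy day 4 arrays.

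Single arrays stood apart in 8 of 240 group values of 4 arrays (3.33%), where chance gives about 1 in 20. After 6.7 Gy on day 4, TMIGD1 was low in replicate 4 (-7.682, the others -4.227 to -3.627) and the log2 75th percentile low in replicate 1 (9.598, the others 9.852 to 9.864). CHP2 was low in replicate 2 of 6.7 Gy day 7 (2.029, the others 2.416 to 2.492). In replicate 2 of 7.4 Gy day 4, GPR110 was low (-0.4628, the others 0.6517 to 0.8194), CA1 high (-4.002, the others -7.586 to -7.265) and the share of probes well above background high (82.64%, the others 74.7% to 75.48%). RGS13 was high in replicate 3 of 7.4 Gy day 7 (-3.785, the others -7.444 to -6.841), and CXCL16 in control replicate 3 (-2.175, the others -3.147 to -2.992). A single poor array was tested: 3 of the 8 values fell in replicate 2 of 7.4 Gy day 4, and a share of 0.116 of 10000 random placements put as many in 1 array, which does not decide it. Without that array the 7.4-Gy day 4 count was 2998. No biological explanation was tested.

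The probe counts against control were set against other splits of the same 8 arrays. The real split alone, 1 of 35, gave as many probes at 6.7 and at 7.4 Gy on day 4 and on day 7, so chance can be excluded for these counts. The 7.4-Gy day 4 arrays all lay in position 2 and the controls in position 1. With position as a block limma called 2993 probes there, and 528 with position and scan day as blocks together, so the size of that count is less certain. For set counts, 10 of 35 splits at 6.7 Gy and 3 of 35 at 7.4 Gy gave as many on day 4, and 1 of 35 and 2 of 35 on day 7. The smallest share this test can give is 1 of 35. At 6.7 Gy on day 7 another split gave 8 sets against the real 10. Chance is therefore not clearly excluded for any set count. For the dose differences on days 4 and 7, with 0 probes called by limma (440 and 172 unadjusted; 0 and 1 by the methods' t-test), 35 of 35 splits gave as many, which a count of 0 fixes in advance, so this says nothing about chance.

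Fewer probes were called on day 7 when slide was a block: 51 over both doses against 271. Slide effects may lie behind some of the 7.4-Gy calls. Those arrays lay on slides 5, 6, 1 and 2, and the controls on slides 1 to 4. The 6.7-Gy day 7 arrays also lay on slides 1 to 4, 1 on each, as did the controls. A constant shift of a slide therefore cancels in the 6.7-Gy difference and cannot make those calls. Over both doses, free shuffles of the arrays over slides gave as few calls in 55 of 100. However, they also change which groups share a slide. Shuffles within groups gave as few in 11 of 100, with a median of 97 calls and a range of 40 to 402. At 6.7 Gy the slide block leaves the difference itself unchanged where no value is missing. The fall there from 122 to 29 thus came through the estimated spread and its degrees of freedom. For the 7.4-Gy calls, neither test decides whether slides or the lost degrees of freedom lowered the count. With slide as a random block, at a consensus correlation within slides of 0.121, the counts were instead higher, 186 at 6.7 Gy and 187 at 7.4 Gy against 122 and 149. A slide effect on the 7.4-Gy day 7 calls stays open.

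The 75th percentile of the signal was higher on day 4 than in the controls by 0.392 on the log2 scale (8 against 4 arrays, exact permutation p = 0.00202, two-sided). Brighter labelling or scanning as the whole cause would have raised the spike-ins by as much. They rose by 0.143 (exact permutation p = 0.0606), and the difference was 0.249 (exact permutation p = 0.00808). However, all controls lay in the same array position, which held only 2 of the 8 day 4 arrays. Those 2 arrays had log2 percentiles of 9.598 and 9.856 (control mean 9.404). Their spike-ins were at 11.618 and 11.668 (control mean 11.414). The permutation cannot separate day from position, so it does not decide whether brighter labelling or scanning was the whole cause. Scaling as the maker of the day 4 calls was tested with spike-in scaling, under which 2052 of the 2688 probes (76.3%) at 7.4 Gy and 1086 of the 1378 (78.8%) at 6.7 Gy were called as well, which argues against scaling as the whole cause of the calls. All of the lost calls were lower ones. Of the higher calls, 700 of 700 and 1288 of 1288 were kept, where that scaling shifts all probes upward. Of the lower calls, 386 of 678 (56.9%) at 6.7 Gy and 764 of 1400 (54.6%) at 7.4 Gy were kept. Whether scaling made the other lower calls stays open, since it is not known which scaling is right. An altered amount of RNA per cell was not tested.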

How the results depend on the processing

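Normexp on the median signal, spike-in scaling, median scaling, the scan day block, array position and scan day as blocks together, slide as a random block and the sets without genes of another set were chosen only after the data were seen; the other alternatives were planned, and normexp on the mean signal was not run because the scanner files lack that column.

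Among the values of named genes under the alternatives, 2652 kept their side of the threshold, 397 fell short of it, 6 newly passed it and 2 called values changed sign. Both were at 7.4 Gy on day 4 with array position and scan day as blocks together, where TNF was -0.0307 and IFIT3 -0.389, neither called. The cause was not tested. Among values that were not called, GALC changed sign under 2 alternatives at 6.7 Gy and 4 at 7.4 Gy on day 4, and ITM2A under 3 at 7.4 Gy. For counts, values more than 1.5 times from the reported ones follow, and the cause was not tested unless stated. With normexp, probes called were 717 and 1424 on day 4 and 57 and 53 on day 7, for 6.7 and 7.4 Gy, and 98 on day 12 at 7.4 Gy. Dose differences were 2 on day 4 and 33 on day 12, time contrasts 747 and 1316, the changed dose difference 0, and sets at 7.4 Gy on day 12 were 1. Quantile normalization gave 23 at 7.4 Gy on day 12 and 1 for dose on day 4. Spike-in scaling gave 27 and 99 on day 7, 14 at 6.7 Gy on day 12 and 0 for the changed dose difference.

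Scaling moved the split between higher and lower probes, and other alternatives changed the majority too, among them those that follow. At 7.4 Gy on day 4, array position as a block gave 1831 and 1162, and position with scan day 309 and 219. Counted as genes it was 606 and 577 there. On day 7, slide as a block gave 12 and 10 at 7.4 Gy, and the groups compared alone 24 and 15 at 6.7 Gy. At 6.7 Gy on day 4 the split was 688 and 700 with the deposited normalized table. With spike-in scaling it was 1380 and 386 at 6.7 Gy and 2698 and 764 at 7.4 Gy on day 4, 17 and 10, and 67 and 32, on day 7, 10 and 4, and 12 and 2, on day 12, and 687 and 1122 between days 7 and 4. The majority also changed with quantile normalization, 1445 and 1249 at 7.4 Gy on day 4, 796 and 915 between days 7 and 4 and 1276 and 1310 between days 12 and 4, and with median scaling, 1525 and 1187 at 7.4 Gy on day 4 and 856 and 861 between days 7 and 4. With spike-in scaling, sets split 6 and 5 at 7.4 Gy on day 4, 4 and 5 at 6.7 Gy on day 7 and 1 and 3 at 7.4 Gy on day 12. With normexp the split was 72 and 26 at 7.4 Gy and 1 and 4 at 6.7 Gy on day 12, with sets 6 and 4 at 6.7 Gy on day 7. Median scaling gave 7 and 7 at 7.4 Gy on day 12, and sets 4 and 4 at 6.7 Gy on day 7 and 2 and 2 at 7.4 Gy on day 12; quantile normalization gave sets 5 and 4, and 2 and 2, there. The median log2 change of all probes was 0.146 and 0.202 on day 4, 0.107 and 0.183 on day 7 and 0.318 and 0.289 on day 12 with spike-in scaling, and -0.173 and -0.182 on day 4, 0.294 for 7.4 Gy on day 12, 0.246 for dose on day 12 and 0.336 between days 12 and 4 with normexp.

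The deposited normalized table gave 4 sets at 6.7 Gy on day 12. With no filter, 67 probes were called at 6.7 Gy on day 7; with a stricter one (12 arrays above background), 20 at 7.4 Gy on day 12. Signal over background limits the folds of dim probes, given as bounds.

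Slide as a block gave 866 at 6.7 Gy on day 4, 29 and 22 on day 7, 3 at 7.4 Gy on day 12, 0 for the changed dose difference and 4 and 2 sets on day 12. As a random block, slide gave 186 at 6.7 Gy on day 7 and 3 for dose on day 4. Array position as a block gave 95 and 1 for dose on days 4 and 12 and 13 sets at 6.7 Gy on day 4; it could not be fitted for days 7 and 12 against control, which share no position. Position and scan day as blocks together gave 528 at 7.4 Gy on day 4 and 1 and 1 for dose on days 4 and 12. In that fit, and with position alone, only the 4 arrays of 6.7 Gy day 4 tie position 2, which holds the 7.4-Gy arrays, to the controls in position 1. Scan day as a block gave 72 at 6.7 Gy on day 7 and 0 for the changed dose difference.

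Replicate number as a block gave 67 at 6.7 Gy on day 7, 1 at 7.4 Gy on day 12, 1 for dose on day 4 and 0 for the changed dose difference. The numbers do not pair the arrays: arrays with the same number had a median correlation of deviations of 0.0038, from -0.229 to 0.236, with 13 of 62 pairs over 0.1.

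With only the groups compared in the fit, which leaves fewer degrees of freedom, limma called 831 at 6.7 Gy on day 4, 39 and 9 on day 7, 0 and 0 on day 12 (719 and 740 unadjusted in the fit of all groups) and 0 for the changed dose difference. The methods' t-test after adjustment called 488 and 1637 on day 4, 2 and 2 on day 7, 0 and 0 on day 12 and 1 for dose on day 7. At an unadjusted p, limma called 2111 at 6.7 Gy on day 4, 883 and 1022 on day 7, 719 and 740 on day 12, 440, 172 and 455 for dose and 563 for the changed dose difference. With no fold minimum the counts were 3710 and 7622 on day 4 and 9916 and 9356 for time. Counted as genes, which are fewer than probes, they were 599 and 1183, 57 and 69, and 2 and 3 on days 4, 7 and 12, and 714 and 1086 for time. Under fry, sets were 4 and 4 on day 7 and 1 and 0 on day 12; with an estimated correlation they were 1 and 1, 1 and 1, and 0 and 0. Without genes of another set, camera called 6 and 8, 8 and 9, and 7 and 5 sets on days 4, 7 and 12. On day 12, fry then called red blood cells at both doses (adjusted p = 0.0219 and 0.0483). It no longer called p53 targets at 6.7 Gy (0.0512). On day 4 at 6.7 Gy, fry lost G2/M (adjusted p = 0.0512), tight junction (0.0518), granulocyte adhesion (0.131) and neutrophils (0.068). On day 4 at 7.4 Gy it lost granulocyte adhesion (0.0672), coagulation (0.0543) and endothelium (0.131). On day 7 it lost small intestinal enterocytes at 6.7 Gy (0.0537).

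Leaving out each array in turn gave 1105 to 1506 and 2171 to 2998 probes on day 4, 20 to 202 and 27 to 313 on day 7, and 4 to 42 and 0 to 22 on day 12, for 6.7 and 7.4 Gy. Panel calls ranged from 35 to 47, and sets from 8 to 12 and 9 to 12 on day 4, 7 to 12 and 8 to 11 on day 7, and 3 to 8 and 4 to 6 on day 12. Dose differences ranged from 0 to 18, 0 to 0 and 1 to 15 on days 4, 7 and 12, time contrasts from 1463 to 1953 and 2142 to 2770, and the changed dose difference from 0 to 2. Where 1 array is left in a day 12 group, it is assumed to vary like the other groups.

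Single arrays moved the smaller counts by over 1.5 times. At 6.7 Gy on day 7, the count was 202, 24, 66 and 40 without control replicates 1, 2, 3 and 4, and 25, 20 and 23 without its own replicates 1, 3 and 4. At 7.4 Gy on day 7 it was 61, 99 and 51 without control replicates 2, 3 and 4, and 86, 77, 313 and 27 without its own replicates 1 to 4. On day 12 at 6.7 Gy it was 4 without control replicate 1 and 42 without its replicate 2, where sets were 3; at 7.4 Gy it was 4 and 0 without control replicates 3 and 4, and 22 and 18 without its own replicates 1 and 2. For dose on day 4 it was 1 and 18 without replicates 1 and 2 of 6.7 Gy and 3 and 3 without replicates 2 and 4 of 7.4 Gy; on day 12 it was 2 and 15 without replicates 1 and 2 of 6.7 Gy and 14 and 1 without those of 7.4 Gy. The changed dose difference was 2 without replicate 2 of 6.7 Gy day 4 or replicate 4 of 7.4 Gy day 7. It was 0 without replicate 3 of 6.7 Gy day 4, replicates 1, 2 or 3 of 7.4 Gy day 4, replicates 1, 2 or 4 of 6.7 Gy day 7, or replicates 2 or 3 of 7.4 Gy day 7.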

Other observations

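The tests of HBB and of the epithelial lists in this part were chosen only after the results were seen.

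HBB was lower in every irradiated group, though not called at 7.4 Gy on day 12. Array scaling as the cause was checked over 4 scalings and 6 contrasts, and the smallest change was -2.73 on the log2 scale. The scalings moved the HBB change little, from -3.03 to -2.73 at 7.4 Gy on day 12 with spike-in scaling. This check could therefore hardly have failed, and it is the size of the fall that argues against scaling. With normexp background correction the smallest change was -2.53. Less blood of every kind in the tissue piece is a candidate explanation that stays open: the listed neutrophil genes changed by a median of 0.993 on day 4, but neutrophils that entered the tissue could hide a fall. Red blood cells and their precursors being fewer after irradiation was not tested.

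A smaller share of all epithelium in the tissue piece was a candidate explanation for the fall in absorptive colonocyte genes on day 4. As log2 change from control, the medians of goblet and stem cell genes both lay above that of absorptive colonocyte genes in 8 of 8 day 4 arrays, by 2.47 ± 1.32 and 2.96 ± 1.38 (SD, n = 8). The goblet difference argues against this explanation as the whole cause. Goblet cell genes averaged -0.27 at 6.7 Gy and -0.65 at 7.4 Gy, so a smaller share of epithelium may contribute a part. Stem cell genes averaged 0.0902 and -0.0228 over members that moved both ways, which decides nothing. Loss of absorptive cells and lower transcription within them were not told apart by any test here.

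Some values differed from the study's. LCN2 rose 4.25- and 3.50-fold on day 4 by its brightest probe. The study's values were higher, and the other LCN2 probe rose 58.4- and 51.4-fold. MMP3, MMP12 and HBA2 were not called here. The study reported MMP3 and MMP12 as raised in colon, and HBA2 as lower on the arrays and by RT-qPCR. On day 7 after 6.7 Gy, limma called 122 probes, and 7 and 10 on day 12 after 6.7 and 7.4 Gy. The study's counts were higher there, while on day 7 after 7.4 Gy its count was lower than the 149 called here. At an unadjusted p, the methods' t-test gave 707 and 681 on day 7 after 6.7 and 7.4 Gy and 439 and 423 on day 12. The study's counts were lower than the first pair and higher than the second. They were stated as genes, while those here are of probes.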
